# Developing a Gene Expression Model for Predicting Ventilator-Associated Pneumonia in Trauma Patients: A Pilot Study

**DOI:** 10.1371/journal.pone.0042065

**Published:** 2012-08-15

**Authors:** Joseph M. Swanson, G. Christopher Wood, Lijing Xu, Lisa E. Tang, Bernd Meibohm, Ramin Homayouni, Martin A. Croce, Timothy C. Fabian

## Abstract

**Background:**

Ventilator-associated pneumonia (VAP) carries significant mortality and morbidity. Predicting which patients will become infected could lead to measures to reduce the incidence of VAP.

**Methodology/Principal Findings:**

The goal was to begin constructing a model for VAP prediction in critically-injured trauma patients, and to identify differentially expressed genes in patients who go on to develop VAP compared to similar patients who do not. Gene expression profiles of lipopolysaccharide stimulated blood cells in critically injured trauma patients that went on to develop ventilator-associated pneumonia (n = 10) was compared to those that never developed the infection (n = 10). Eight hundred and ten genes were differentially expressed between the two groups (ANOVA, P<0.05) and further analyzed by hierarchical clustering and principal component analysis. Functional analysis using Gene Ontology and KEGG classifications revealed enrichment in multiple categories including regulation of protein translation, regulation of protease activity, and response to bacterial infection. A logistic regression model was developed that accurately predicted critically-injured trauma patients that went on to develop VAP (VAP+) and those that did not (VAP−). Five genes (PIK3R3, ATP2A1, PI3, ADAM8, and HCN4) were common to all top 20 significant genes that were identified from all independent training sets in the cross validation. Hierarchical clustering using these five genes accurately categorized 95% of patients and PCA visualization demonstrated two discernable groups (VAP+ and VAP−).

**Conclusions/Significance:**

A logistic regression model using cross-validation accurately predicted patients that developed ventilator-associated pneumonia and should now be tested on a larger cohort of trauma patients.

## Introduction

Ventilator-associated pneumonia (VAP) is the most common serious infection in critically ill patients and results in significant morbidity, mortality, and health care costs [1]. Overall, 9–27% of mechanically ventilated patients develop VAP; however, trauma patients are at the highest risk [2]. Trauma-related risk factors for VAP have been identified, but a fundamental unanswered question is why some patients develop VAP while similar patients do not. A clinically useful tool to identify patients who are at risk for VAP would allow targeted prophylaxis. One method to determine which patients receive prophylaxis would be to establish the genetic profile that identifies patients more likely to develop VAP.

Previously, a number of single gene polymorphism studies have shown that over or under expression of immuno/inflammatory genes such as TNF-α, interleukin (IL)-1, IL-10, interferon gamma, and CD14 receptor are related to infection development [3].

However, none of these polymorphisms alone are sensitive or specific enough to be used to predict infections. It is highly unlikely that one polymorphism will be responsible for, or a suitable indicator of, infection risk.

Genome-wide screening approaches may be useful for identification of new genetic factors or gene expression profiles that are associated with infection development. cDNA microarrays can identify a broad range of differentially expressed genes in patients who develop infection compared to those who do not. These gene expression profiles may be used to predict infection risk. A focus on VAP is important because it is the most common serious infection in the intensive care unit (ICU). The purpose of this pilot study was to begin constructing a model for ventilator-associated pneumonia (VAP) prediction in critically-injured trauma patients, and to identify differentially expressed genes in patients who go on to develop VAP compared to similar patients who do not.

## Methods

### Patient enrollment

This study was performed at the Level 1 Presley Regional Trauma Center housed in the Regional Medical Center in Memphis, TN. Inclusion criteria were age 1 8–65 years, expected need for mechanical ventilation >6 days, and one of the following trauma-related risk factors for VAP [4]: severe traumatic brain injury (Glasgow coma score 4–8), severe thoracic trauma (multiple rib fractures or pulmonary contusions), spinal cord injury with paralysis, or a combination of injuries that placed the patient at risk for VAP as determined by the attending physician (e.g. severe intraabdominal trauma). Exclusion criteria were expected nonsurvivability of injuries, history of significant lung disease (e.g. COPD, asthma) immunocompromised state (e.g. pharmacologic, HIV infection), or pregnancy.

Patients were enrolled within 72 hours of trauma intensive care unit (TICU) admission. Patients were then followed throughout their ICU stay to monitor for the development of VAP, and were subsequently categorized at VAP+ or VAP−. VAP was definitively diagnosed using the center's standard criteria. Patients with fever/hypothermia (>38°C or <36°C), leukocytosis/leukopenia (>12,000/mm^3^ or <4,000/mm^3^), purulent sputum, and new or progressive infiltrate on chest radiograph underwent diagnostic bronchoscopic bronchoalveolar lavage (BAL) using a method previously described [5], [6]. A definitive diagnosis of VAP required growth of a pathogenic organism from the quantitative BAL culture ≥10^5^ colony forming units/mL. This diagnostic method is recommended by the ATS/IDSA guidelines (1). At design of this study, the optimal determination of study size for microarray studies had not been established. Therefore, the method by Simon et al. was used. A power analysis using the method by Simon et al. suggested a need for approximately 24 patients for this study [7]. Based on previous data, it was expected that the incidence of VAP would approach 50% in this population [8]. Thus, patients were expected to accrue into the VAP+ and VAP− groups in approximately equal fashion.

### Sample preparation

Upon enrollment, 40 mL of whole blood was collected. Blood samples were immediately stimulated with 1000 ng/mL of lipopolysaccharide (LPS) solution (E. coli 011B4 LPS in RPMI 1640 culture medium −10% fetal bovine serum and 100 U/mL penicillin-streptomycin) to approximate the effect of colonization with Gram-negative bacilli [9]. This model was used because the development of Gram-negative VAP is preceded by bacterial colonization. It was thought that the interpatient genetic variability in the immuno/inflammatory response to bacterial colonization would be important in determining which patients went on to develop VAP. Samples were incubated for 3 hours in a water bath at 37°C and then centrifuged for 10 minutes at 4°C. The plasma layer was decanted. The white blood cell layer was removed and incubated in 30 mL of RBC lysis buffer (Tris HCL/TRIZMA HCl/NH4Cl) at 37°C for 15 minutes then centrifuged for 15 minutes at 4°C. The supernatant was decanted and the pellet resuspended and washed with D-PBS two times.

Total RNA was isolated from peripheral blood using phenol-chloroform extraction per the RNAgents Total RNA isolation kit protocol (Promega, Madison, WI). RNA concentration was initially estimated by comparing the ultraviolet absorbance (A260/A280) ratio of the sample. The integrity and concentration of the RNA sample was subsequently assessed using the RNA 6000 Nano LabChip Kit and Agilent 2100 bioanalyzer (Agilent Technologies). Approximately 5 mcg of total RNA was used for cDNA synthesis. The MessageAmp aRNA kit (Ambion) was used for cDNA and cRNA synthesis. The labeled cRNA samples were then hybridized to the GeneChip Human Genome Focus Arrays (Affymetrix).

### Ethics

This study was approved by the University of Tennessee Health Science Center Institutional Review Board. The study was conducted in accordance with the Declaration of Helsinki. Informed consent was required from the patient or legally authorized representative. Once written consent was obtained the patient was enrolled into the study.

### Expression Analysis

All analysis was performed using Partek software (St Louis, MO). Differentially expressed genes were identified by ANOVA. Estimation of false discovery rate (FDR) due to multiple hypothesis testing was obtained by calculating the q-value as described by Storey and Tibshirani [10]. These genes were used to cluster patients by Hierarchical clustering using Pearson's dissimilarity scores and average linkage parameters. In addition, principal components analysis (PCA), which is a mathematical technique used to reduce the dimensionality of the data, was used to project patients in 3 dimensions based on their gene expression profiles. Lastly, patients were classified based on gene expression profiles using logistic regression model. VAP status prediction was obtained by fitting data to a logit function/logistic curve and calculating the posterior class probability. Leave-one-out partitioning cross-validation was used to evaluate the model accuracy. One round of cross-validation divided data into a training set (19 patients) and a test set (1 patient). The top 20 significant genes were selected from the training dataset based on all available genes on the chip using ANOVA. There were 20 rounds of cross-validation performed. The 20 correct rates were normalized to get the final accuracy.

Functional analysis of genes was performed using GO and KEGG annotations available through WebGestalt tool [11]. The p-values for enrichment of each category C, given our gene list A (containing n genes) and the reference gene list B (containing m genes) were calculated as follows. If there were k genes from A and j genes from B in a given category C, the expected number of genes in Category C can be calculated by 

. Therefore, the enrichment ratio is calculated by

. If k is greater than the expected number k_e_ (i.e. r is greater than 1), then category C is considered to be enriched in our gene list. The significance of the enrichment was calculated using the hypergeometric distribution, 
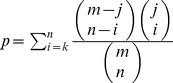
.

## Results

Thirty-two patients were enrolled within 72 hours of admission to the TICU, 12 patients could not be evaluated. Two patients died within 48 hours of admission, two patients were extubated within 48 hours of admission and samples in eight patients had insufficient quantities of RNA for the microarrays. Thus 20 patients were included, ten that went on to develop VAP (VAP+) and ten that did not (VAP−). Patients in the two groups were similar except with regard to duration of mechanical ventilation and length of ICU stay, which were significantly longer in the patients that developed VAP (Table 1).

**Table 1:** Patient Demographics.

Parameter	*VAP+ (n = 10)	*VAP− (n = 10)	p-value
Age (years)	35±16	35±15	NS
Sex (male/female)	8/3	7/3	NS
APACHE II	21±6	18±3	NS
Type of Injury (%):			
Severe TBI	64%	40%	NS
Thoracic trauma	64%	70%	NS
Spinal cord injury	0%	0%	
Abdominal trauma	55%	20%	NS
Mechanical ventilation (days)	17±9	8±4	0.007
ICU length of stay (days)	20±10	14±8	0.09
Hospital length of stay (days)	41±32	26±17	NS
Hospital mortality (%)	18%	0%	NS

* VAP+: Patients with ventilator-associated pneumonia; VAP−: Patients without ventilator associated pneumonia.

Data are presented as mean ± standard deviation, number, or percentages.

TBI: traumatic brain injury; ICU: intensive care unit.

A microarray approach was utilized to examine gene expression profiles in LPS treated blood cells from the VAP+ and VAP− groups. 

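Whole blood (40 mL) from each of 20 trauma patients was incubated for 3 h with 1000 ng/mL of LPS, a component of the outer membrane of Gram-negative bacteria. According to the methods, the leukocyte layer was then taken, its red cells were lysed, and RNA of the washed cells was hybridized to an Affymetrix Human Genome Focus array, 1 array per patient. Of these patients, 10 went on to develop VAP (VAP+) and 10 did not (VAP−). The arrays therefore report the transcripts of the leukocytes together after LPS, with what was left of other blood cells, and no unstimulated blood is among them. The deposited values are log2 signals made by the authors with RMA, which subtracts background, brings all arrays to one distribution and summarizes the probes of each probe set. They cover 8793 probe sets, of which 47 are Affymetrix controls and 8746 were tested. Of the tested probe sets, 7840 carry 1 gene symbol, 388 carry several and 518 carry none. Sample medians lay between 5.26 and 5.37, and the correlation of 2 samples over probe sets, which are not independent replicates, lay between 0.916 and 0.989.
The main comparison was VAP+ minus VAP− by limma, chosen with its alternatives before the data were examined. Table S1, which prints fold changes and p-values of these data, had been read by then, as it had when the gene lists were written. The number of arrays, 10 per group, limits the precision. The 3′ minus 5′ signal of GAPDH and ACTB, which rises when RNA is degraded or incompletely copied, differed between the groups by −0.06 on the log2 scale (two-sided permutation test, p = 0.801, n = 10 per group). A single sample in each group stood apart, with a GAPDH difference of 3.82 in VAP+ and 3.62 in VAP−, against group medians of 0.30 and 0.33. The files name no hybridization date or batch. The study numbers in the sample labels give an order, in which VAP+ patients held 7 of the first 10 places and 3 of the last 10 (difference in mean rank −4.6, two-sided permutation test, p = 0.0912), and values within these 10-sample sets are given for the 5 model genes and for the lists that passed camera.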

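In leukocytes of LPS-treated blood, 834 of 8746 probe sets passed an unadjusted p under 0.05 from limma, 262 of them higher and 572 lower in VAP+ than in VAP− patients (n = 10 per group). The largest rises were those of MMP8, a collagenase of neutrophil granules, with a log2 fold change of 1.87 (standard error 0.56), ARG1, an arginase of neutrophil granules, with 1.49 (standard error 0.46), HP, the hemoglobin-binding protein haptoglobin, with 1.41 (standard error 0.48), and IL18R1, a receptor subunit for interleukin 18, with 1.16 (standard error 0.40). Each of these was above the VAP− mean in 8 of 10 VAP+ samples. Smaller rises with a lower p included GADD45A, which is induced by stress, with 0.72 (p = 0.000671), KLF7, a transcription factor, with 0.81 (p = 0.000736), MAP2K6, a kinase upstream of p38, with 0.58 (p = 0.000639), HHEX, a homeobox transcription factor, with 0.52 (p = 0.000809), ST6GALNAC2, a sialyltransferase, with 0.48 (p = 0.000456), MAPRE3, a microtubule-binding protein, with 0.37 (p = 0.000410), and GABRB2 with 0.29 (p = 0.00111). The largest falls were those of CFD, the complement protease factor D, with a log2 fold change of −1.24 (standard error 0.46), PHLDA2 with −1.07 (standard error 0.30), PLAU, the urokinase plasminogen activator, with −1.06 (standard error 0.46), and LAMB3, a laminin chain, with −1.01 (standard error 0.22). Both group means of HHEX, MAPRE3, GABRB2 and PHLDA2 lay under 6.25, the 95th percentile of 59 genes not expected in blood cells. Their changes were therefore read near the background of the array. The log2 fold change of PLAU did not pass with array weights (p = 0.0798) or without the sample of highest 3′ minus 5′ signal in each group (p = 0.0774, a setting chosen after seeing the data), and CFD (p = 0.0516) and IL18R1 (p = 0.0607) did not with the study number's rank as a covariate.
LAMB3, SDF2L1, FAM131A, UBXN1 and ABT1 were below the VAP− mean in all 10 VAP+ samples. For SDF2L1, part of a chaperone complex of the endoplasmic reticulum, the log2 fold change was −0.48 (p = 0.000227), with both group means under 6.25 as well. It was −0.50 for FAM131A (p = 0.000337), −0.37 for UBXN1 (p = 0.000353) and −0.35 for ABT1 (p = 0.000369). The cytokine and receptor genes that the paper's discussion names did not pass the test, with −0.15 for TNF (p = 0.539), −0.09 for IL1A (p = 0.569), −0.43 for IL1B (p = 0.0577), −0.11 for IL10 (p = 0.193), 0.05 for IFNG (p = 0.650) and −0.12 for CD14 (p = 0.589). Both group means of IL1A, IL10 and IFNG lay under 6.25, so for these genes the test cannot tell whether the transcripts differed. The log2 fold change of IL1B passed with the 3′ minus 5′ signal as a covariate (p = 0.0477). It did not pass with the study number's rank as a covariate (p = 0.190). Nor did it pass without the sample of highest 3′ minus 5′ signal in each group (p = 0.150, chosen after seeing the data).
After correction for the 8746 probe sets, 0 passed an adjusted p under 0.05 in limma (smallest adjusted p = 0.151), 0 passed by an exact two-sided rank-sum test (709 unadjusted) and 1 passed by the methods' one-way ANOVA, HCN4 (adjusted p = 0.0425). By that ANOVA 808 tested probe sets passed the unadjusted threshold, 748 of them shared with limma, and with 2 Affymetrix control probe sets they made up the 810 entries of Table S1, which carry 800 distinct gene symbols. Quantile normalization of the values again gave 374 higher and 472 lower, the study number's rank as a covariate 624 and 701, and its first and last 10 as blocks 672 and 777. Array weights gave 439 higher and 807 lower. The split also depended on single samples, from 194 higher and 435 lower without VAP− replicate 7 to 416 and 591 without VAP+ replicate 1. The limma counts for VAP+ against VAP− were 366 within the first 10 study numbers and 1336 within the last 10, and the first 10 against the last 10, without regard to VAP, gave 1323.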

Using a one-way ANOVA test, 810 genes were identified whose transcript levels were significantly different between the two groups (Table S1). The q-value FDR estimates ranged from 0.035 to 0.44 (Table S1). This suggests that up to 44% of 810 genes (p<0.05) could be false positives. 

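HCN4, a pacemaker channel of the heart, was the only probe set with a q under 0.25 among the 808 tested probe sets that passed the methods' one-way ANOVA. Over these probe sets q ran from 0.0342 to 0.436, with an estimated 0.806 of all probe sets unchanged. Most of the differences were small. The median absolute log2 fold change over the entries of Table S1 was 0.25, and 430 of them lay under 0.26. Only 11 reached a log2 fold change of 1 or more in either direction, MMP8 among them, and 327 had a mean level below the median of all probe sets, ATP2A1 and PIK3R3 among them. With the p-values from limma, q ran from 0.122 to 0.423, with 13 probe sets under 0.25 and 0 under 0.05. With the unchanged share set to 1, the highest q was 0.541.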

Although this number is quite high, it does not necessarily rule out the functional significance of the results. Indeed, functional analysis using Gene Ontology and KEGG classifications revealed several processes that were enriched among the differentially expressed genes (DEGs) (Table S2). For instance, a large number of DEGs are involved in regulation of protein translation (43 gene, p<6.98e^−08^), protein folding (21 genes, p<5e^−04^) and ribosomal machinery (28 genes, p<7.14e^−08^). Also, a set of DEGs are involved in regulation of protease activity: Serine peptidase (20 genes, p<2.2e^−03^), inhibitors of endopeptidases (18 genes, 2.3e^−03^), and inhibitor of metalloprotease activity (4 genes, p<4.00e^−03^). 

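Of the genes for translation and protein folding that passed an unadjusted p under 0.05, most were lower in VAP+, while none of their lists passed with an estimated correlation. Of 47 measured genes for cytosolic ribosomal proteins, 23 fell and 0 rose at an unadjusted p under 0.05 (1 fell when adjusted over the list alone, 0 over all genes tested). Examples are RPL35 with a log2 fold change of −0.66 (standard error 0.23), RPS16 with −0.56 (standard error 0.20), RPL22 with −0.51 (standard error 0.17) and FAU with −0.44 (standard error 0.12). The mean over the list was 9.82 ± 0.44 (SD, n = 10) in VAP+ and 10.18 ± 0.29 (SD, n = 10) in VAP−, a difference of −0.36 (adjusted p = 1.0e-15 from camera with a preset correlation of 0.01, adjusted p = 0.431 with an estimated correlation), and 9 of 10 VAP+ samples lay below the VAP− mean. Of 23 chaperones of the endoplasmic reticulum and genes of the unfolded protein response, 16 fell and 0 rose (10 fell when adjusted over the list alone). These include PPIB, a prolyl isomerase, with −0.61 (standard error 0.19), PDIA3, a disulfide isomerase, with −0.53 (standard error 0.16), and HYOU1, a chaperone, with −0.42 (standard error 0.12). The list mean differed by −0.33 (adjusted p = 1.7e-11, adjusted p = 0.0599 with an estimated correlation) and lay below the VAP− mean in all 10 VAP+ samples.
Of 12 subunits of the CCT chaperonin and prefoldin, which fold actin and tubulin, 7 fell and 0 rose (3 fell when adjusted over the list alone), with −0.61 for PFDN2, −0.50 for CCT8, −0.46 for CCT3 and −0.42 for CCT4 (adjusted p for the list = 0.000275, adjusted p = 0.431 with an estimated correlation). Of 33 initiation and elongation factors, 7 fell and 1 rose (0 when adjusted over the list alone). Those that fell included EIF3G with −0.34, EIF2S2 with −0.30 and EIF3D and EIF3I with −0.28 each, and the one that rose, named after its value was seen, was EIF4G1 with 0.27 (adjusted p for the list = 0.00217, adjusted p = 0.431 with an estimated correlation). With the study number's rank as a covariate EIF3G (p = 0.173), EIF2S2 (p = 0.0614) and EIF4G1 (p = 0.0690) did not pass. The list of aminoacyl-tRNA synthetases, which load tRNAs with amino acids, also holds AIMP1, a protein of their complex. Of its 16 genes, 4 fell and 0 rose (0 when adjusted over the list alone), namely AARS1 with −0.29, HARS1 with −0.27, FARSA with −0.26 and YARS1 with −0.25 (adjusted p for the list = 0.00486, adjusted p = 0.431 with an estimated correlation). The list of heat shock proteins of the cytosol and mitochondria also holds related genes, such as PPIF, STIP1, BAG4 and HSF1. Of its 19 genes, 3 fell and 3 rose (0 when adjusted over the list alone, adjusted p for the list = 0.119, adjusted p = 0.0149 by the hypergeometric test). PPIF, a mitochondrial prolyl isomerase, had −0.87, HSPD1 −0.48, STIP1 −0.28 (p = 0.0632 with that covariate) and HSPA1L 0.28 (p = 0.0676 without the sample of highest 3′ minus 5′ signal in each group, chosen after seeing the data).
Within the first and the last 10 study numbers, the mean difference was −0.22 and −0.58 for the ribosomal list, −0.20 and −0.54 for the endoplasmic reticulum list, −0.19 and −0.43 for CCT and prefoldin, −0.08 and −0.33 for the factors and −0.19 in both for the synthetases. The mean of 18 T cell markers differed by −0.16 on the log2 scale, and by −0.03 and −0.17 within these sets (adjusted p = 0.506 from camera with an estimated correlation). That of 24 genes listed for granule proteins of immature neutrophils was higher in VAP+ by 0.56, and by 0.41 and 0.79 within these sets (adjusted p = 0.310 with an estimated correlation). The lists were written after Table S1 and Table S2 had been read, so their direction is not independent evidence, and by fry, which tests whether a list moves one way, only the endoplasmic reticulum list passed (adjusted p = 0.00664).

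**Figure D1:**
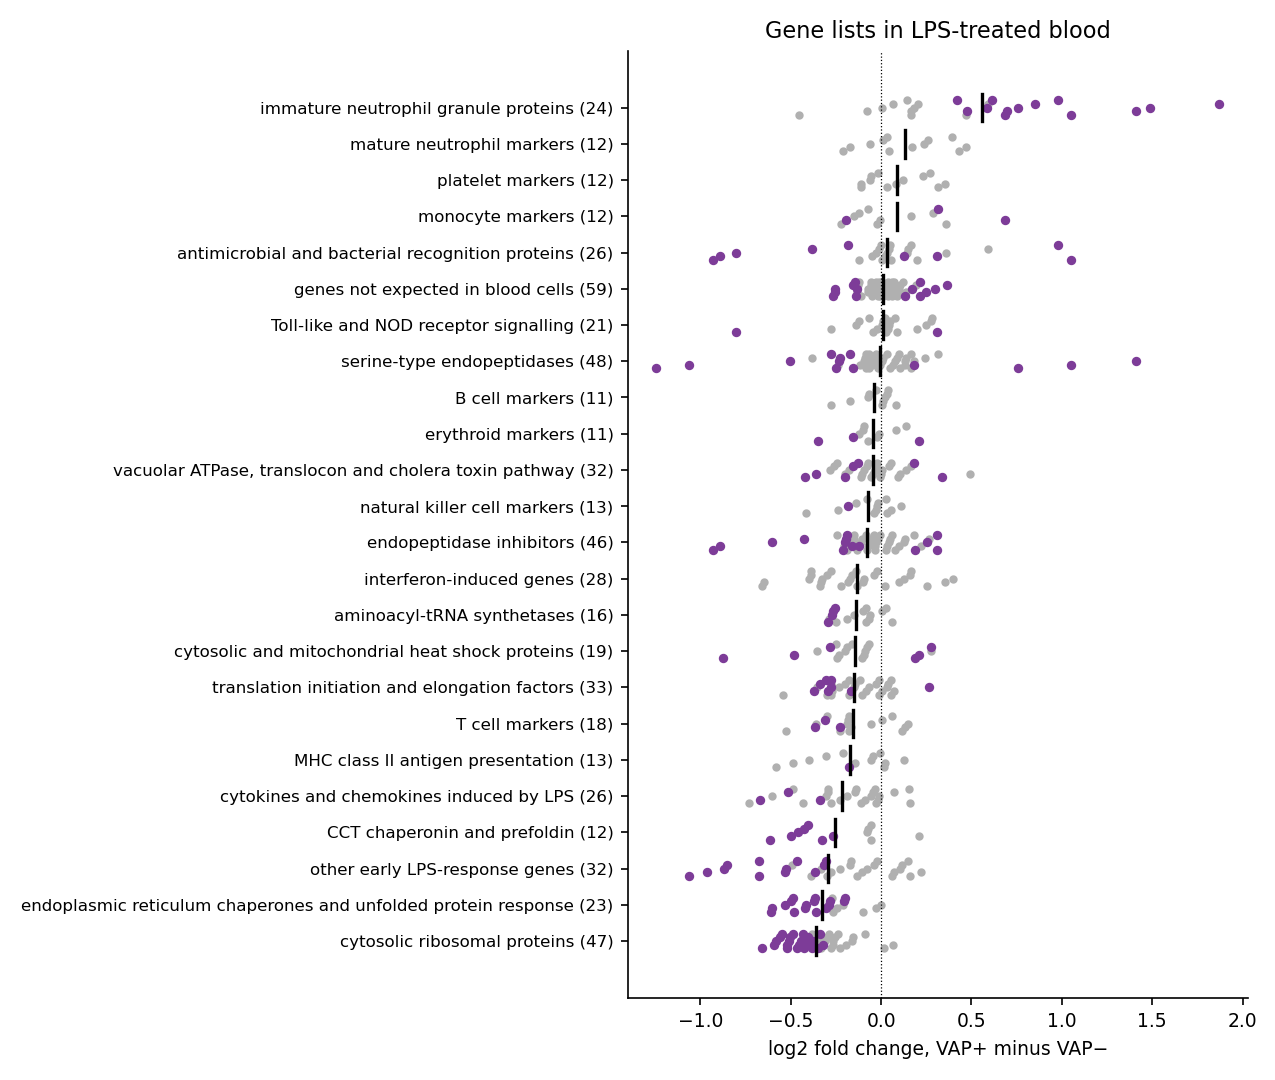
Log2 fold change (VAP+ minus VAP−, x axis) of each measured gene of 24 lists (y axis, number of genes in brackets). Each point is a gene, purple at an unadjusted p under 0.05 from limma and grey otherwise, and the black bar is the list mean, which is lowest for the ribosomal proteins (−0.36) and highest for the granule proteins of immature neutrophils (0.56).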

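Inhibitors of proteases went both ways, with the larger changes downward. Of 46 measured endopeptidase inhibitors, 10 fell and 4 rose at an unadjusted p under 0.05 (4 fell and 0 rose when adjusted over the list alone). PI3 and SLPI, which inhibit neutrophil elastase, were among the 10, SLPI with a log2 fold change of −0.89 (standard error 0.25). C3, the central complement protein, had −0.61 (standard error 0.18) and TIMP1, an inhibitor of metalloproteases, −0.42 (standard error 0.11). TIMP2 and TIMP3, related to TIMP1 and named after their values were seen, had 0.31 and −0.21 (p = 0.0927 and 0.165 with the study number's rank as a covariate). Of 48 serine-type endopeptidases and their relatives, 9 fell and 4 rose (0 when adjusted over the list alone). Those with the smallest p were PROZ, TMPRSS5 and PRSS3, with −0.23, −0.27 and −0.25, and haptoglobin, a relative of the serine proteases without protease activity.
By camera neither list passed (adjusted p = 0.165 for the inhibitors and 0.729 for the proteases, and 0.431 and 0.903 with an estimated correlation), while the hypergeometric test of called members gave adjusted p = 0.000199 and 0.00115. That test also passed for 59 genes not expected in blood cells (adjusted p = 0.00233), of which 7 rose and 7 fell, among them PRL with 0.36 and ZP2 with −0.26.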

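Proteins that recognize or kill bacteria moved in both directions. Of 26 measured antimicrobial and bacterial recognition proteins, 5 were lower and 4 higher in VAP+ at an unadjusted p under 0.05 (2 lower and 0 higher when adjusted over the list alone). Besides PI3 and SLPI, the lower ones included NOD2, an intracellular sensor of bacterial cell walls, with a log2 fold change of −0.80 (standard error 0.29), and CFP, the complement protein properdin, with −0.38 (standard error 0.13). TLR2, a receptor for bacterial lipoproteins, was higher by 0.31 (standard error 0.13, p = 0.0937 with the study number's rank as a covariate). Over the list the difference was 0.03 (adjusted p = 0.487 from camera, adjusted p = 0.819 with an estimated correlation), while the hypergeometric test of called members passed (adjusted p = 0.00115). Of 21 genes of Toll-like and NOD receptor signalling, NOD2 and TLR2 alone passed (0 when adjusted over the list alone, adjusted p for the list = 0.426, adjusted p = 0.799 by the hypergeometric test). Of 32 genes of the vacuolar ATPase, the translocon and the cholera toxin pathway, 5 were lower and 2 higher (0 when adjusted over the list alone), with −0.42 for ATP6V0B, −0.36 for SEC61A1, −0.16 for ATP6V0E2 (p = 0.0813 with that covariate) and −0.13 for ADCY9 (adjusted p for the list = 0.340, adjusted p = 0.431 with an estimated correlation, adjusted p = 0.0521 by the hypergeometric test).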

More importantly, a set of DEGs appeared to be involved in bacterial infection: antimicrobial humoral response (2 genes, p<8.80e^−03^), bacterial binding (5 genes, p<1.00e^−03^) and vibrio cholera infection (10 genes, 3.50e^−03^). These genes may contribute in some way to development of VAP.

Multiple approaches were used to determine if gene expression profiles could be used to cluster patients that go on to develop VAP. First, hierarchical clustering was performed using the gene expression levels of 810 DEGs identified by ANOVA (Figure 1A). 

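The 810 entries of Table S1, 556 lower and 254 higher in VAP+, were standardized across samples and clustered with the distance and linkage of the methods. The first split of the tree set 7 VAP− samples apart from the other 13, which were all 10 VAP+ and 3 VAP− samples, so that 17 of 20 samples stood with their own group. The 834 probe sets that passed limma gave the same number. All 8746 tested probe sets, chosen without regard to VAP status, placed 13 of 20 samples with their own group.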

Seventeen out of 20 patients' samples clustered according to their VAP classification, except for #1, #4 and #5 (VAP+). These results were consistent with the distribution of samples observed by principal component analysis (PCA), a mathematical method to reduce dimensionality of the data. Projection of the samples in the 3 largest components (accounting for approximately 59.5% of the variation in the 810 DEGs across the 20 samples) revealed that all patients except #1, #4 and #5 were segregating clearly in the two groups (Figure 2A).

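The 810 probe sets include genes lower in VAP+ such as LAMB3 and genes higher in VAP+ such as MMP8. On their first component, 18 of 20 samples lay on their own group's side of 0. This component held 37.4% of the variance, and the first 3 components together held 58.4% (SD 0.669 when each sample was left out in turn). With all 8746 tested probe sets, genes picked without regard to VAP status, the first 3 components held 46.8% and 12 of 20 samples lay on their own group's side. Values centred but not standardized, which weight genes with large differences such as MMP8 and ARG1, gave 62.9% and 19 of 20 samples.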

**Figure 1:**
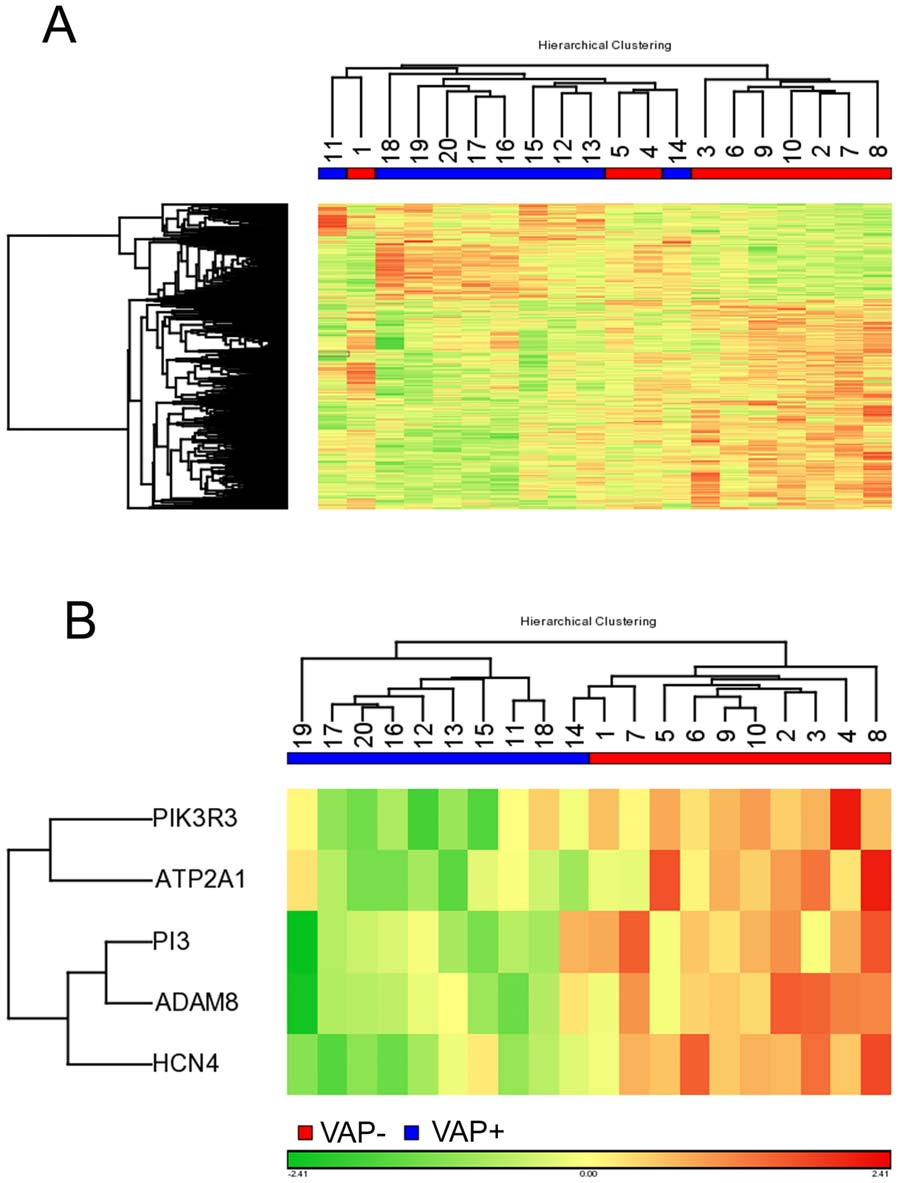
Hierarchical clustering of VAP− and VAP+ patients. (a) Hierarchical clustering of 810 differentially expressed genes in patients that went on to develop ventilator-associated pneumonia (blue) and those that did not (red). (b) Hierarchical clustering with the five genes that were common to all sets used in the cross validation tests.

**Figure 2:**
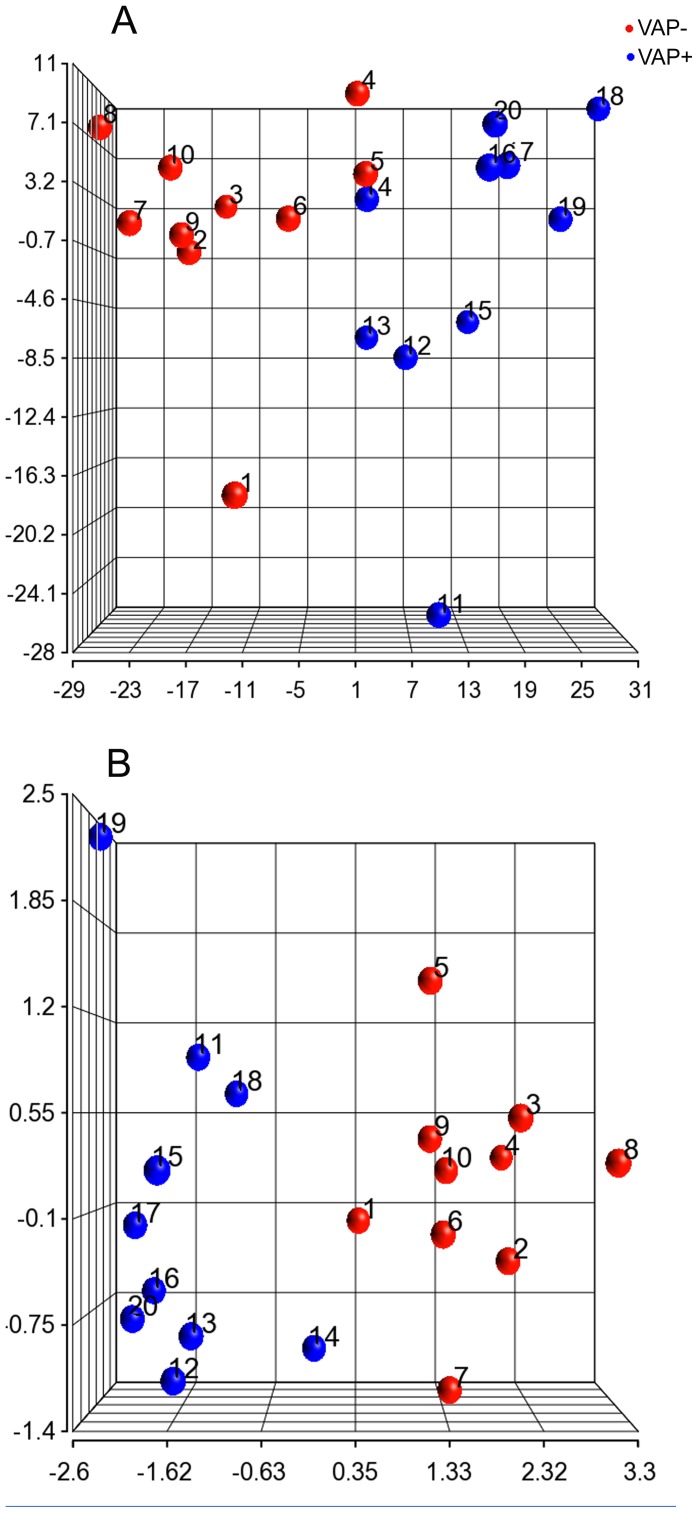
Principal component analysis for VAP− and VAP+ patients. (a) Sample clustering of patients that went on to develop ventilator-associated pneumonia (blue) and those that did not (red) using principal component analysis of 810 differentially expressed genes. (b) Sample clustering of patients that went on to develop ventilator-associated pneumonia (blue) and those that did not (red) using principal component analysis of 5 genes that were common to all sets in the cross validation tests.

To more rigorously test the predictive power of the gene expression profiles, a logistic regression model was implemented using a leave-one-out cross validation. Here, each sample was removed from the pool of 20 and DEGs were identified using a one-way ANOVA. The positive predictive value of the top 20 significant genes to classify patients as VAP+ or VAP− was then determined and reported as a posterior probability (Table 2). This model accurately predicted the VAP status of all patients except #15. 

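When the 20 genes were chosen anew in each round from the other 19 samples, logistic regression placed 14 of 20 samples in their own group, 8 of 10 VAP+ and 6 of 10 VAP−. The predicted probability of VAP+ ran from 0.0561 to 0.997 in VAP+ samples, with a mean of 0.652, and from 0.0104 to 0.950 in VAP− samples, with a mean of 0.345. With PIK3R3, ATP2A1, PI3, ADAM8 and HCN4 fixed beforehand from all 20 samples, 19 of 20 samples were placed in their own group, with probabilities of 0.450 to 0.985 in VAP+ and 0.00239 to 0.438 in VAP−. In that fit the sample being predicted had helped to choose the genes. The 5 genes of smallest p in each round gave 16 of 20, and the probe sets brighter than the median, which leave out HCN4, PIK3R3 and ATP2A1, gave 10 of 20.
The regression used an L2 penalty (C = 1), because 20 genes separate 19 samples completely and the methods name no penalty. Trained on the first 10 study numbers and tested on the last 10, and the reverse, the model placed 7 of 20 samples in their own group, where naming only the larger class of the training samples would place 6, as the classes stand 7 to 3 and 3 to 7. With a VAP+ and a VAP− sample left out together it was right in 94 of 200 predictions (47.0%).

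**Figure D2:**
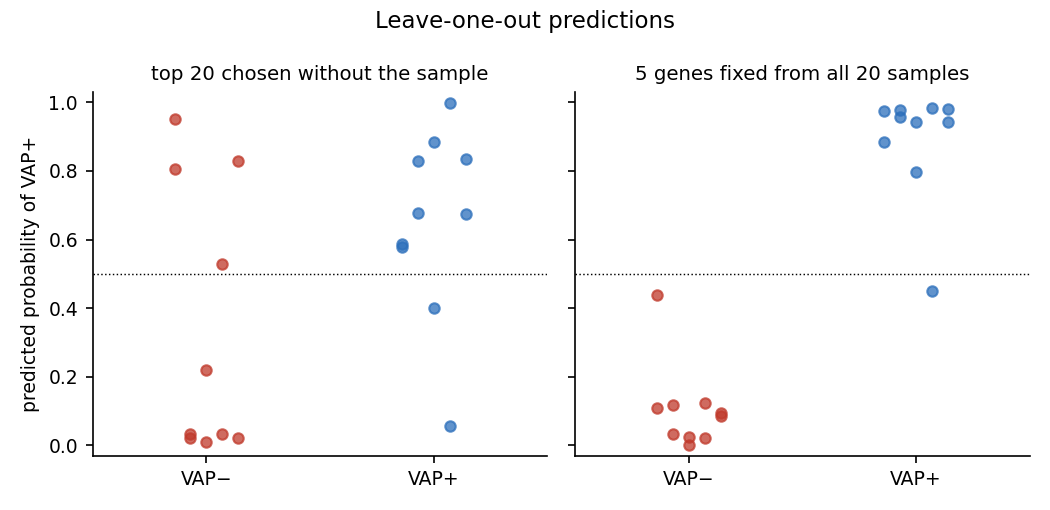
Predicted probability of VAP+ (y axis) for each left-out sample of the VAP− and VAP+ groups (x axis), 1 point per sample, with the threshold of 0.5 as a dotted line. On the left the top 20 genes were chosen without the left-out sample and 14 of 20 samples lie on their own side, and on the right the 5 genes were fixed from all 20 samples and 19 of 20 do.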

The posterior probability of predicting VAP+ for VAP− patients ranged from 2.85e^−05^ to 0, with no false positives. Conversely, the posterior probability of predicting VAP− for VAP+ patients was 0 for all cases, except for one patient (#15), which could not be determined.

**Table 2:** Positive predictive value for ventilator-associated pneumonia using the expression profiles of the top five genes.

Patient Number	Correct Prediction	VAP− Posterior Probabilities	VAP+ Posterior Probabilities
* *VAP−:*			
1	Yes	1	2.88e^−22^
2	Yes	1	4.46e^−16^
3	Yes	0.999961495	3.85e^−05^
4	Yes	1	4.57e^−142^
5	Yes	1	0
6	Yes	1	1.21e^−13^
7	Yes	1	1.96e^−64^
8	Yes	1	0
9	Yes	0.999987634	1.24e^−05^
10	Yes	1	1.22e^−168^
* *VAP+:*			
11	Yes	0	1
12	Yes	0	1
13	Yes	0	1
14	Yes	0	1
15	No	0	1
16	Yes	0	1
17	Yes	0	1
18	Yes	0	1
19	Yes	0	1
20	Yes	0	1

* VAP+: Patients with ventilator-associated pneumonia; VAP−: Patients without ventilator associated pneumonia.

Five genes (PIK3R3, ATP2A1, PI3, ADAM8, and HCN4) were common to all significant gene sets used in the cross validation tests. 

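Ranked by the methods' one-way ANOVA over each set of 19 samples, exactly these 5 genes were among the top 20 in all 20 rounds. Over the rounds 89 probe sets entered the top 20 at least once. The nearest to the 5 was SDF2L1, with 19 rounds, and then UBXN1 with 18, ABT1 with 17 and MTM1, a phosphoinositide phosphatase named after its count was seen, with 17. LAMB3 entered in 14 rounds. Ranked by limma instead, 5 genes were common to all rounds, ADAM8, HCN4, PI3, LAMB3 and SDF2L1, of which 3 are shared with the paper's. After quantile normalization again, 4 were common, UBXN1, PIK3R3, HCN4 and PI3, of which 3 are shared. Among probe sets brighter than the median, 6 were common, of which ADAM8 and PI3 are shared.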

After LPS stimulation of whole blood, the expression of these five genes were down regulated in patients' that went on to develop VAP (Figure 1B). 

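All 5 genes were lower in leukocytes of LPS-treated blood of VAP+ than of VAP− patients, PI3 by the most. For PI3, which encodes the elastase inhibitor elafin, the log2 signal was 10.70 ± 0.53 (SD, n = 10) in VAP+ and 11.63 ± 0.38 (SD, n = 10) in VAP−, a log2 fold change of −0.93 (standard error 0.19, adjusted p = 0.281). For ADAM8, a metalloprotease of leukocytes, it was 10.35 ± 0.24 and 10.84 ± 0.20, a change of −0.49 (standard error 0.10, adjusted p = 0.26). HCN4, the cardiac pacemaker channel, had 4.16 ± 0.11 and 4.46 ± 0.10, a change of −0.30 (standard error 0.05, adjusted p = 0.151). ATP2A1, the calcium pump of skeletal muscle, had 4.62 ± 0.08 and 4.82 ± 0.11, a change of −0.20 (standard error 0.05, adjusted p = 0.316). PIK3R3, a regulatory subunit of phosphoinositide 3-kinase, had 4.66 ± 0.11 and 4.85 ± 0.08, a change of −0.20 (standard error 0.05, adjusted p = 0.316).
For each gene all 10 VAP+ samples lay below the VAP− mean, and between 8 and 9 of them lay below every VAP− sample. Two-sided permutation tests of the means gave p = 4e-05 for HCN4, 8e-05 for PIK3R3, 0.00014 for ATP2A1, 0.00016 for ADAM8 and 0.00018 for PI3, without correction for the choice of these genes from 8746 probe sets. Within the first and the last 10 study numbers the difference was −0.70 and −1.32 for PI3, −0.49 and −0.63 for ADAM8, −0.25 and −0.34 for HCN4, −0.21 and −0.17 for ATP2A1 and −0.20 and −0.14 for PIK3R3. On GRCh38.p14, PI3 lies on chromosome 20 from 45174902 to 45176544, ADAM8 on chromosome 10 from 133262423 to 133276868, HCN4 on chromosome 15 from 73319859 to 73368958, ATP2A1 on chromosome 16 from 28878488 to 28904466 and PIK3R3 on chromosome 1 from 46040140 to 46174901.
The mean level of HCN4, PIK3R3 and ATP2A1 lay under 6.25, the 95th percentile of 59 genes not expected in blood cells, while ADAM8 and PI3 lay above all 59. In the paper's account, PI3, ADAM8 and PIK3R3 appear to take part in the response to infection. From their lower levels after LPS the paper proposes that the host would seem to be at greater risk of infection. It also proposes that HCN4 and ATP2A1 could have a relation to VAP yet to be identified.

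**Figure D3:**
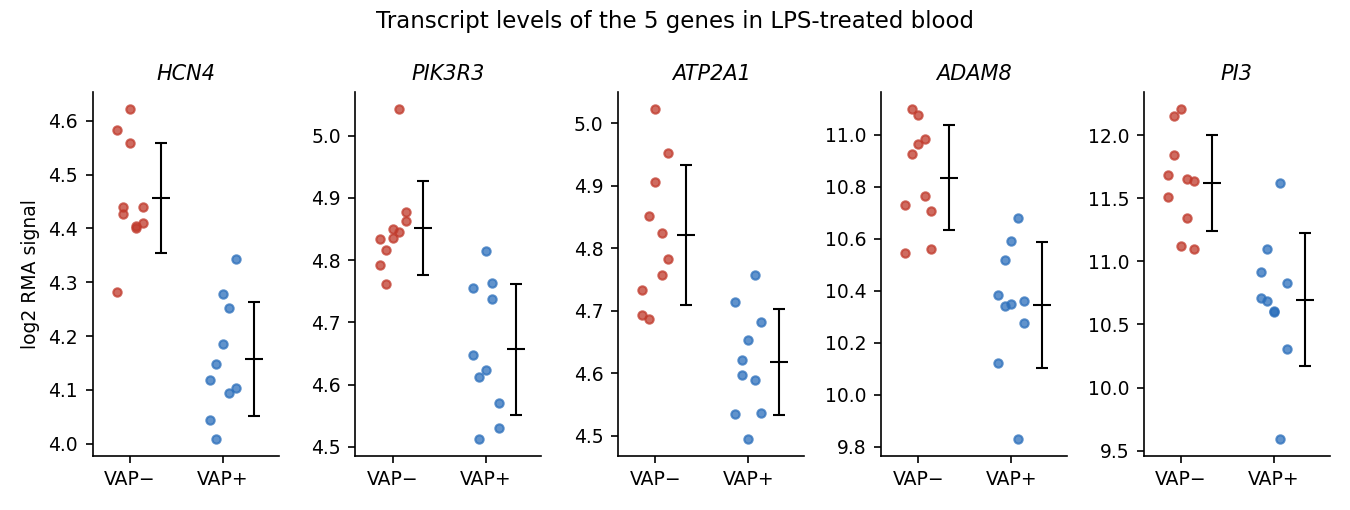
Log2 RMA signal (y axis, a different range for each gene) of the 5 genes in the 10 VAP− and the 10 VAP+ samples (x axis), 1 point per sample, with the mean and SD of each group in black. The VAP+ mean is below the VAP− mean for every gene, by −0.93 for PI3 and by −0.20 for PIK3R3 and ATP2A1 on the log2 scale.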

To further validate the association of these genes with VAP status, PCA and hierarchical clustering analysis were repeated (Figure 1B and 2B). 

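Clustered on PIK3R3, ATP2A1, PI3, ADAM8 and HCN4, each standardized across samples, with Pearson dissimilarity and average linkage, 12 of 20 samples stood with their own group at the first split. By Euclidean distance, which keeps the height of a sample's 5 levels, 19 of 20 did, with 1 VAP+ sample elsewhere. With PI3 and ADAM8 weighted more, by centring without standardizing, it was 16 of 20.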

Again, expression profiles of these 5 genes accurately clustered all patients except sample 14 (Figure 1B). 

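All 20 samples lay on their own group's side of 0 on the first component of the 5 genes, standardized, which held 67.9% of their variance. The first 3 components held 93.8% (SD 0.485 when each sample was left out in turn). Without standardizing, so that PI3 with its larger spread weighs most, 18 of 20 samples lay on their own side and the first 3 components held 97.9%.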

Two groups were discernible by PCA visualization except patient samples 1 and 14, which appeared to be at the interface (Figure 2B).

## Discussion

The key result of this pilot study was development of a logistic regression model that accurately predicted critically-injured trauma patients that went on to develop VAP (VAP+) and those that did not (VAP−). Five genes (PIK3R3, ATP2A1, PI3, ADAM8, and HCN4) were common to all top 20 significant genes which were identified from all independent training sets in the cross validation. This model is supported by the fact that hierarchical clustering using these five genes accurately categorized 95% of patients and PCA visualization demonstrated two discernable groups, VAP+ and VAP−. This preliminary research is the first step in developing a clinically useful screening tool to identify patients at highest genetic risk of VAP secondary to trauma and subsequent bacterial exposure.

Of the five genes identified, three appear to have a clear role in host response to infection. Since all five genes were down regulated in response to LPS stimulation, it is logical that they may play a role in the relative susceptibility to infection. PI3 has been best studied in the host response to infections. It encodes for an elastase-specific inhibitor with antimicrobial peptide activity that is synthesized in response to cytokine and bacterial stimuli [12]. It has been shown to promote early clearance of *Pseudomonas aeruginosa* via macrophage activation and neutrophil recruitment [13]. ADAM8 encodes a distintegrin and metalloproteinase domain-containing protein 8. Neutrophil activation by proinflammatory cytokines induces rapid translocation of ADAM8 to the cell membrane with subsequent shedding [14]. This process is associated with shedding of L-selectin, which is intimately tied to transendothelial migration of neutrophils [15]. PIK3R3 encodes for phosphoinositide 3-kinase regulatory subunit gamma (PI3Kγ), which is part of a large family of enzymes involved in intracellular signaling. PI3Kγ is predominately expressed immune cells and plays a role in chemoattractant-induced cell migration [16], [17], [18], [19]. Thus, down regulation of these genes following LPS stimulation would seem to place the host at a greater risk of developing an infection.

The role of the remaining two genes in response to infection is less clear. HCN4 codes for the hyperpolarization activated cyclic nucleotide-gated potassium channel. Its role in cardiac rhythm maintenance is well defined [20], but there are currently no data linking it to infectious complications of critically ill patients. ATP2A1 encodes the sarcoplasmic reticulum calcium transporting ATPase (SERCA1) in the of skeletal muscle [21]. It is interesting to note that LPS can cause myocardial dysfunction in critically-ill patients and that SERCA is intimately related to cardiac relaxation [22]. These two processes could be related and may be a reason why we found ATP2A1 was down regulated in VAP+ patients after LPS stimulation. While the role of these two genes in infections are not as clear, they were still important to the model as they were among the top 20 DEGs identified for every leave-one-out cross validation. This consistency is noteworthy and could represent a relation to VAP in critically-injured trauma patients that has yet to be identified.

A number of previous studies suggest that genetic variability in infection risk exists in hospitalized patients. The most widely studied polymorphism is associated with overproduction of TNF-α; which has been related to a 2.1–13 fold increase in the incidence of severe sepsis from all causes including pneumonia [23]. Similar data exist on a smaller scale for IL-1, IL-10, interferon gamma, and CD14 receptor genes [24], [25], [26], [27]. However, none of these associations were sensitive or specific enough to be used as clinical tests for an increased risk of infection. As such, the current study design is different because it used gene expression profiling to search for candidate genes that may be useful clinical markers of infection risk.

Changes in gene expression patterns have been used in the early diagnosis of VAP [28], [29]. McDunn et al. identified 85 genes in a riboleukogram that identified patients with VAP at 24 to 96 hours before the clinical diagnosis could be established. These data demonstrate that differences in gene expression occur well before patients manifest clinical signs of infection. Cobb et al. validated the early VAP diagnosis using the riboleukogram, and the studies together support the concept that gene expression is a useful clinical diagnostic tool. It is reasonable that the genes identified in both studies relate to immune response, neutrophil activation, and intracellular signaling pathways. The current study is similar in that the genes identified in the logistic regression model also relate to the immune response and involve cell signaling (PIK3R3), antimicrobial peptides (PI3), and cell adhesion (ADAM8). The current study is different in that the logistic regression model developed does not diagnose pneumonia, but instead identifies patients at future risk of VAP. The potential benefit of these results would be the ability to identify at-risk patients upon ICU admission. The ultimate goal would be to use that information to employ prophylactic measures such as systemic and/or topical (i.e. gut, aerosolized) antibiotics to prevent VAP. Prophylaxis is highly effective and would benefit patients by reducing VAP-associated morbidity and mortality. Only targeting those at risk would reduce the likelihood for development of bacterial resistance, as this has been the main reason for avoiding prophylactic antibiotic therapies.

In addition to providing a predictive tool, gene expression profiling can also provide new insights into the mechanism of the disease. We found 810 genes, which were differentially regulated in VAP patients, compared to controls. Unfortunately, the q-value FDR estimates were as high as 44% for some genes (Table S1). This makes it difficult to determine if a given gene might have a specific role in VAP development. In spite of this shortcoming, we found that using the 810 gene expression profiles, the samples could be delineated fairly accurately by hierarchical clustering or by PCA visualization, which gives us some confidence that the DEGs might have some functional relevance. Indeed, we noted several sets of functionally related genes that were affected similarly in VAP patients. For example all 25 genes in ‘translational elongation’ category and both genes in ‘antimicrobial humoral response’ category were down regulated in VAP+ patients. On the other hand, all five genes in ‘bacterial binding’ category were up regulated in VAP+ patients. In addition, a large number of genes involved in regulation of endopeptidase activities were differentially regulated in VAP+ patients. 

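Elongation depends on both ribosomal subunits, and most members of each had a lower mean in VAP+. Of 26 measured proteins of the large subunit, 24 had a lower mean in VAP+ and 13 fell at an unadjusted p under 0.05, with a median log2 fold change of −0.38 over the subunit. Of 21 proteins of the small subunit, 21 had a lower mean and 10 fell, with a median of −0.35. Neither subunit had a member that rose at that threshold. Genes within a subunit are not independent of each other, these counts carry no test of their own, and the list of both subunits did not pass with an estimated correlation.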

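The members of the list of antimicrobial and bacterial recognition proteins that were higher in VAP+ at an unadjusted p under 0.05 were LTF, DEFA4, CRP and TLR2. All but TLR2 were named after their values were seen. LTF, the iron-binding lactoferrin, had a log2 fold change of 1.05 (p = 0.0147), and DEFA4, a defensin, had 0.98 (p = 0.0343, and 0.109 without the sample of highest 3′ minus 5′ signal in each group, a setting chosen after seeing the data). Both are also members of the list of granule proteins of immature neutrophils. CRP, an acute phase protein made in the liver, had 0.13 (p = 0.0170).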

Taken together, these results suggest that these processes may play an important role in development of VAP.

### Limitations

The current study has limitations. First, the pilot nature of the study is hypothesis generating and requires further validation of the findings. Second, the predictive model was developed with 20 patients and was not tested on an independent sample of patients. While these issues limit the immediate clinical value of this study, the stage is set to test the predictive value of the five genes identified across a larger patient cohort. Third, the timeframe for enrollment was large, within the first 72 hours following trauma intensive care unit admission. It is likely that time from injury results in changes in inflammation and gene expression. However, the optimal time to relate gene expression to future infectious processes has not been established. Future studies may benefit from a shorter time window for enrollment. Fourth, as mentioned above, due to multiple hypothesis testing the FDR reported for the 810 genes was high. However, it is important to note that this result does not impact the identification of predictive genes by an independent regression model, which included a leave-one-out cross validation procedure. Finally, performing LPS stimulation prior to measuring gene expression is relatively uncommon. This method was used in the current study to provide a gene expression response that would approximate the in vivo response in patients exposed to Gram-negative bacteria. In designing the study, the investigators believed that this would better accentuate the true genetic differences between those who go on to develop VAP compared to those who do not. A recent study by Bryant et al. found that LPS stimulation produced variable expression in immune-related genes. The authors concluded that this variability may be related to interpatient differences in response to an infectious insult [30]. Additionally, Textoris J, et al. analyzed unstimulated whole blood and failed to see gene expression differences in trauma patients that developed VAP and those that did not [31].

This small pilot study has three important strengths. First, the definition of VAP used in the study was the most rigorous diagnosis available, and is considered to be an optimal diagnosis by the current ATS/IDSA guidelines [1]. Thus, there is confidence that the patients in the study group actually had VAP and the control patients did not. Second, the use of the Affymetrix platform provides external validity. This is the most widely used microarray platform and the chip used in this study is widely available. Third, this was a relatively homogenous population of critically injured trauma patients with similar demographics between the VAP+ and VAP− groups.

## Conclusion

In this pilot study a logistic regression model using cross-validation accurately predicted patients that went on to develop ventilator-associated pneumonia. This model should now be tested on a larger cohort of trauma patients to validate its prognostic value.

## Supporting Information

Table S1 Differentially Expressed Genes. Using a one-way ANOVA test, 810 genes were differentially expressed in the VAP− and VAP+ groups. The q-value FDR estimates ranged from 0.035 to 0.44.
(DOC) Click here for additional data file.

Table S2 Significantly enriched Gene Ontology categories. This table contains only the most distal (specific) categories in a particular ontology. The number of genes within each category that are either up- or down-regulated in VAP+ patients is indicated. For a complete listing of all enriched GO categories, please see Table S1.
(DOC) Click here for additional data file.

## References

[1] Guidelines for the management of adults with hospital-acquired, ventilator-associated, and healthcare-associated pneumonia. Am J Respir Crit Care Med 171: 388–416.1569907910.1164/rccm.200405-644ST

[2] HedrickTL, SmithRL, McElearneyST, EvansHL, SmithPW, et al (2008) Differences in early- and late-onset ventilator-associated pneumonia between surgical and trauma patients in a combined surgical or trauma intensive care unit. J Trauma 64: 714–720.1833281210.1097/TA.0b013e31811ec18e

[3] NamathA, PattersonAJ (2009) Genetic polymorphisms in sepsis. Crit Care Clin 25: 835–856.1989225610.1016/j.ccc.2009.06.004

[4] CroceMA, FabianTC, Waddle-SmithL, MaxwellRA (2001) Identification of early predictors for post-traumatic pneumonia. Am Surg 67: 105–110.11243529

[5] CroceMA, FabianTC, Waddle-SmithL, MeltonSM, MinardG, et al (1998) Utility of Gram's stain and efficacy of quantitative cultures for posttraumatic pneumonia: a prospective study. Ann Surg 227: 743–751 discussion 751-745.960566610.1097/00000658-199805000-00015PMC1191359

[6] SwansonJM, WoodGC, CroceMA, MuellerEW, BoucherBA, et al (2008) Utility of preliminary bronchoalveolar lavage results in suspected ventilator-associated pneumonia. J Trauma 65: 1271–1277.1907761210.1097/TA.0b013e3181574d6a

[7] SimonR, RadmacherMD, DobbinK (2002) Design of studies using DNA microarrays. Genet Epidemiol 23: 21–36.1211224610.1002/gepi.202

[8] WoodGC, BoucherBA, CroceMA, HanesSD, HerringVL, et al (2002) Aerosolized ceftazidime for prevention of ventilator-associated pneumonia and drug effects on the proinflammatory response in critically ill trauma patients. Pharmacotherapy 22: 972–982.1217380010.1592/phco.22.12.972.33596

[9] HeagyW, NiemanK, HansenC, CohenM, DanielsonD, et al (2003) Lower levels of whole blood LPS-stimulated cytokine release are associated with poorer clinical outcomes in surgical ICU patients. Surg Infect (Larchmt) 4: 171–180.1290671710.1089/109629603766956960

[10] StoreyJD, TibshiraniR (2003) Statistical significance for genomewide studies. Proceedings of the National Academy of Sciences of the United States of America 100: 9440–9445.1288300510.1073/pnas.1530509100PMC170937

[11] ZhangB, KirovS, SnoddyJ (2005) WebGestalt: an integrated system for exploring gene sets in various biological contexts. Nucleic Acids Res 33: W741–748.1598057510.1093/nar/gki475PMC1160236

[12] SallenaveJM, ShulmannJ, CrossleyJ, JordanaM, GauldieJ (1994) Regulation of secretory leukocyte proteinase inhibitor (SLPI) and elastase-specific inhibitor (ESI/elafin) in human airway epithelial cells by cytokines and neutrophilic enzymes. Am J Respir Cell Mol Biol 11: 733–741.794640110.1165/ajrcmb.11.6.7946401

[13] WilkinsonTS, DhaliwalK, HamiltonTW, LipkaAF, FarrellL, et al (2009) Trappin-2 promotes early clearance of Pseudomonas aeruginosa through CD14-dependent macrophage activation and neutrophil recruitment. Am J Pathol 174: 1338–1346.1926490410.2353/ajpath.2009.080746PMC2671365

[14] Gomez-GaviroM, Dominguez-LuisM, CanchadoJ, CalafatJ, JanssenH, et al (2007) Expression and regulation of the metalloproteinase ADAM-8 during human neutrophil pathophysiological activation and its catalytic activity on L-selectin shedding. J Immunol 178: 8053–8063.1754864310.4049/jimmunol.178.12.8053

[15] SmalleyDM, LeyK (2005) L-selectin: mechanisms and physiological significance of ectodomain cleavage. J Cell Mol Med 9: 255–266.1596324810.1111/j.1582-4934.2005.tb00354.xPMC6740228

[16] DeaneJA, FrumanDA (2004) Phosphoinositide 3-kinase: diverse roles in immune cell activation. Annu Rev Immunol 22: 563–598.1503258910.1146/annurev.immunol.22.012703.104721

[17] RuckleT, SchwarzMK, RommelC (2006) PI3Kgamma inhibition: towards an ‘aspirin of the 21st century’? Nat Rev Drug Discov 5: 903–918.1708002710.1038/nrd2145

[18] FerrandiC, ArdissoneV, FerroP, RuckleT, ZaratinP, et al (2007) Phosphoinositide 3-kinase gamma inhibition plays a crucial role in early steps of inflammation by blocking neutrophil recruitment. J Pharmacol Exp Ther 322: 923–930.1752680510.1124/jpet.107.123026

[19] SasakiT, SuzukiA, SasakiJ, PenningerJM (2002) Phosphoinositide 3-kinases in immunity: lessons from knockout mice. J Biochem 131: 495–501.1192698510.1093/oxfordjournals.jbchem.a003126

[20] BaruscottiM, BottelliG, MilanesiR, DiFrancescoJC, DiFrancescoD (2010) HCN-related channelopathies. Pflugers Arch 460: 405–415.2021349410.1007/s00424-010-0810-8

[21] HovnanianA (2007) SERCA pumps and human diseases. Subcell Biochem 45: 337–363.1819364310.1007/978-1-4020-6191-2_12

[22] HeitnerSB, HollenbergSM (2009) The cardiac force-frequency relationship and frequency-dependent acceleration of relaxation are impaired in lipopolysaccharide-treated rats: is the phospholamban-SERCA axis a therapeutic target? Crit Care 13: 132.1943904210.1186/cc7752PMC2689476

[23] O'DwyerMJ, MankanAK, StordeurP, O'ConnellB, DugganE, et al (2006) The occurrence of severe sepsis and septic shock are related to distinct patterns of cytokine gene expression. Shock 26: 544–550.1711712710.1097/01.shk.0000235091.38174.8d

[24] MaP, ChenD, PanJ, DuB (2002) Genomic polymorphism within interleukin-1 family cytokines influences the outcome of septic patients. Crit Care Med 30: 1046–1050.1200680110.1097/00003246-200205000-00015

[25] StassenNA, Leslie-NorfleetLA, RobertsonAM, EichenbergerMR, PolkHCJr (2002) Interferon-gamma gene polymorphisms and the development of sepsis in patients with trauma. Surgery 132: 289–292.1221902510.1067/msy.2002.127167

[26] LowePR, GalleyHF, Abdel-FattahA, WebsterNR (2003) Influence of interleukin-10 polymorphisms on interleukin-10 expression and survival in critically ill patients. Crit Care Med 31: 34–38.1254499010.1097/00003246-200301000-00005

[27] HeesenM, BloemekeB, SchadeU, ObertackeU, MajetschakM (2002) The −260 C→T promoter polymorphism of the lipopolysaccharide receptor CD14 and severe sepsis in trauma patients. Intensive Care Med 28: 1161–1163.1218544210.1007/s00134-002-1389-0

[28] CobbJP, MooreEE, HaydenDL, MineiJP, CuschieriJ, et al (2009) Validation of the riboleukogram to detect ventilator-associated pneumonia after severe injury. Ann Surg 250: 531–539.1973023610.1097/SLA.0b013e3181b8fbd5PMC3047595

[29] McDunnJE, HusainKD, PolpitiyaAD, BurykinA, RuanJ, et al (2008) Plasticity of the systemic inflammatory response to acute infection during critical illness: development of the riboleukogram. PLoS One 3: e1564.1827056110.1371/journal.pone.0001564PMC2215774

[30] BryantPA, SmythGK, Robins-BrowneR, CurtisN (2011) Technical variability is greater than biological variability in a microarray experiment but both are outweighed by changes induced by stimulation. PLoS One 6: e19556.2165532110.1371/journal.pone.0019556PMC3104982

[31] TextorisJ, LoriodB, BenayounL, GourraudPA, PuthierD, et al (2011) An evaluation of the role of gene expression in the prediction and diagnosis of ventilator-associated pneumonia. Anesthesiology 115: 344–352.2179605610.1097/ALN.0b013e318225ba26

# Supplementary material for: Developing a Gene Expression Model for Predicting Ventilator-Associated Pneumonia in Trauma Patients: A Pilot Study
**Source:** PLoS One. 2012 Aug 15;7(8):e42065. doi: 10.1371/journal.pone.0042065
**Supplement:** Table S1 — Differentially Expressed Genes. Using a one-way ANOVA test, 810 genes were differentially expressed in the VAP− and VAP+ groups. The q-value FDR estimates ranged from 0.035 to 0.44.

Table S1. Differentially Expressed Genes

# Supplementary material for: Developing a Gene Expression Model for Predicting Ventilator-Associated Pneumonia in Trauma Patients: A Pilot Study
**Source:** PLoS One. 2012 Aug 15;7(8):e42065. doi: 10.1371/journal.pone.0042065
**Supplement:** Table S2 — Significantly enriched Gene Ontology categories. This table contains only the most distal (specific) categories in a particular ontology. The number of genes within each category that are either up- or down-regulated in VAP+ patients is indicated. For a complete listing of all enriched GO categories, please see Table S1.

Table S2. Gene Ontology categories that were significantly enriched in the subset of differentially expressed genes with respect to VAP. This table contains only the most distal (specific) categories in a particular ontology. The number of genes within each category that are either up- or down-regulated in VAP+ patients is indicated. For a complete listing of all enriched GO categories, please see Table S1.

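Table S2 counts, for each category, how many of the differentially expressed genes belong to it and in which direction they changed in VAP+ patients. Its p-values come from the hypergeometric distribution, which asks whether the category holds more of these genes than a draw at random from the reference list would give. The test takes genes as independent draws, and it does not use the size of a change. The table prints counts and no gene names. How far its elongation, ribosome and ribonucleoprotein categories share genes, such as the ribosomal proteins, cannot be read from it.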

|  | **Functional Category** | **VAP+ Down** | **VAP+ Up** | **p-value** |
| --- | --- | --- | --- | --- |
| GO Biological process | |  |  |  |
|  | translational elongation | 25 | 0 | 5.71E-08 |
|  | DNA unwinding during replication | 3 | 2 | 3.00E-04 |
|  | protein folding | 17 | 4 | 5.00E-04 |
|  | pyruvate biosynthetic process | 1 | 2 | 8.00E-04 |
|  | glyoxylate cycle | 1 | 1 | 8.80E-03 |
|  | cellular amino acid metabolic process | 18 | 7 | 6.70E-03 |
|  | antimicrobial humoral response | 2 | 0 | 8.80E-03 |
| GO Molecular function | |  |  |  |
|  | structural constituent of ribosome | 25 | 0 | 6.40E-08 |
|  | 1-alkyl-2-acetylglycerophosphocholine esterase activity | 2 | 1 | 3.10E-03 |
|  | bacterial binding | 0 | 5 | 1.00E-03 |
|  | endopeptidase inhibitor activity | 12 | 6 | 2.30E-03 |
|  | metalloendopeptidase inhibitor activity | 2 | 2 | 4.00E-03 |
|  | serine-type endopeptidase activity | 14 | 5 | 2.00E-03 |
|  | metalloenzyme regulator activity | 2 | 2 | 4.00E-03 |
| GO Cellular component | |  |  |  |
|  | ribonucleoprotein complex | 43 | 2 | 8.64E-05 |
|  | cytosolic large ribosomal subunit | 10 | 0 | 2.00E-04 |
|  | chaperonin-containing T-complex | 4 | 0 | 3.00E-04 |
|  | cytosolic small ribosomal subunit | 7 | 2 | 1.20E-03 |
| KEGG category | |  |  |  |
|  | Ribosome | 24 | 0 | 1.24E-08 |
|  | Vibrio cholerae infection | 7 | 3 | 3.50E-03 |
|  | Glycine | 4 | 3 | 4.90E-03 |

How the deposited data were processed for this re-analysis (not part of the article)

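Whole blood of 20 trauma patients, 10 VAP+ and 10 VAP−, had been treated with LPS by the authors, who then took the leukocyte layer, lysed its red cells, washed the cells and hybridized their RNA to Affymetrix Human Genome Focus arrays, 1 per patient. The deposited values are log2 signals from RMA, whose version is not stated, and no raw probe files were used here. The values were taken as deposited, without further normalization. Of 8793 probe sets, the 47 Affymetrix controls were left out of the tests. Probe sets were matched to genes by gene ID for 7838 of the 7840 with 1 symbol, against the annotation of GRCh38.p14, and 0 symbols changed. Genes on the Y chromosome and XIST were left out of what is named. Arrays give no counts, so that the 20 samples set the precision and signal over background sets what can be read at low levels.

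Groups came from the sample labels. The main comparison was limma (version 3.58.1 in R 4.3.3) on 8746 probe sets without covariates. Its results were counted at an unadjusted p under 0.05, as the paper did, and at a Benjamini-Hochberg adjusted p under 0.05. Storey and Tibshirani's q was computed from the methods' one-way ANOVA with a cubic spline over lambda from 0 to 0.9. The 24 gene lists, among them markers of blood cell types and genes not expected in blood, were written by hand before the deposited values were opened, but after Table S1, which prints the fold change and p of every called probe set, and Table S2 had been read. They were tested on the probe set of highest mean per gene by camera with a preset correlation of 0.01, with an estimated correlation, fry and the hypergeometric test beside it, adjusted over the lists. The GO and KEGG categories in the version that the paper used were not at hand. Genes to be named were the 5 model genes, the cytokine and receptor genes of the paper's discussion, the 8 of smallest p and the 4 of largest fold in each direction, and up to 4 of smallest p in each list, where values in Table S1 had been seen.

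Samples were clustered by 1 minus Pearson's correlation with average linkage on standardized values, and the tree was split into 2 clusters. Principal components were taken from the same values. In the cross validation, 20 rounds each chose the 20 probe sets of smallest ANOVA p over 19 samples, standardized them on those samples and fitted a logistic regression with an L2 penalty (C = 1, scikit-learn 1.9.0, Python 3.11.15), with a probability over 0.5 read as VAP+. Differences of single measures were tested by two-sided permutation with 100000 resamples (scipy 1.17.1). To count results from other groupings, 100 splits of the samples, the real one included, were drawn with a fixed seed.

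The alternatives were other tests, quantile normalization again, centring, a filter on probe sets below the median level, array weights, the study number's rank or its first and last 10 as a covariate, the 3′ minus 5′ signal as a covariate, the replicate number as a block, leaving out each sample, 1 probe set per gene, and other distances, linkages, penalties, numbers of genes and ways to leave out samples. Counts without the sample of highest 3′ minus 5′ signal in each group, and with the control probe sets, were added after seeing the data. The pipeline was tested on simulated data of the same size. Of simulated changes of 0.3 on the log2 scale, limma called 86% at an unadjusted p under 0.05 and 38% after adjustment, of changes of 1 it called 100% and 96%, and of unchanged probe sets 5.5% and 0.0936%. These rates hold for the simulated data, and whether they hold for the real samples was not tested. Over 99 other splits of the real samples, the number of probe sets past an unadjusted p had a median of 314 and reached 1649.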

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

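The values without the sample of highest 3′ minus 5′ signal in each group, and the gene names marked so, were chosen after the data had been seen. The other tests of this part were planned.

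In 14 of 238 groups of 10 samples, a single sample lay so far from the others that its gap, divided by the range, exceeded Dixon's critical value for 10 samples at a p of 0.05. Chance gives about 11.9. For the 3′ minus 5′ signal the ratio was 0.868 for GAPDH and 0.853 for ACTB in VAP+, both from VAP+ replicate 1, and 0.737 and 0.684 in VAP−, both from VAP− replicate 1. Without these 2 samples, 979 probe sets passed an unadjusted p under 0.05 in limma, 698 of them shared with the 834 of all samples. EML2, a microtubule-binding protein named after its value was seen, then fell by 0.52 on the log2 scale (adjusted p = 0.00879). The other ratios were 0.589 for PIK3R3, 0.567 for IL18R1, 0.533 for CXCR2 and 0.514 for SLPI in VAP−. They were 0.583 for PHLDA2, 0.563 for GP1BA, 0.518 for GADD45A and 0.478 for HYOU1 in VAP+, and 0.634 for the mean of the erythroid markers and 0.562 for that of the interferon-induced genes in VAP+.

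The paper does not report on 4 lists that passed camera's adjusted p under 0.05. The list of granule proteins that neutrophils make while immature was higher in VAP+ by 0.56 on the log2 scale. It also holds other genes, such as the membrane proteins CD24 and MS4A3. Of its 24 genes, 13 rose, CD24 and MS4A3 among them, and 0 fell at an unadjusted p under 0.05 (4 rose when adjusted over the list alone). Besides MMP8, ARG1 and HP, TCN1, a vitamin B12 carrier of these granules, rose by 0.69. The list mean was above the VAP− mean in 8 of 10 VAP+ samples (adjusted p = 6.8e-11, adjusted p = 0.310 with an estimated correlation), with a difference of 0.41 within the first 10 study numbers and of 0.79 within the last 10. Of 32 other early LPS-response genes, 12 fell and 0 rose (8 when adjusted over the list alone), with a list difference of −0.30 (adjusted p = 0.000109, adjusted p = 0.431 with an estimated correlation). They include DUSP2, a phosphatase of MAP kinases, with −0.96, the transcription factor EGR3 with −0.67, the receptor TNFRSF9 with −0.52 and the enzyme KYNU with −0.47, and the list differed by −0.17 and −0.55 within the first and the last 10 study numbers.

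Of 26 cytokines and chemokines induced by LPS, 3 fell and 0 rose (0 when adjusted over the list alone), TNFSF14 with −0.67, LTB with −0.52 and CCL20 with −0.34, and the list differed by −0.22 (adjusted p = 0.00916, adjusted p = 0.483 with an estimated correlation). TNFSF14 did not pass with the study number's rank as a covariate (p = 0.112), nor CCL20 without the 2 samples of highest 3′ minus 5′ signal (p = 0.0947). The list's call ended with array weights (adjusted p = 0.233), with the study number's rank (0.239) or its first and last 10 (0.0766) in the model, and without the 2 samples of highest 3′ minus 5′ signal (0.151), and within the first and the last 10 study numbers the difference was −0.20 and −0.26. Of 18 T cell markers, 3 fell and 0 rose (0 when adjusted over the list alone), SH2D1A with −0.37, TXK with −0.31 and CD3E with −0.23, and the list differed by −0.16 (adjusted p = 0.00993, adjusted p = 0.506 with an estimated correlation). The list's call ended with array weights (adjusted p = 0.136), with the filter on dim probe sets (0.0956), with the first and last 10 study numbers in the model (0.329) and without the 2 samples (0.0832). With the study number's rank in the model the difference was −0.05 (adjusted p = 0.598), TXK (p = 0.0912) and CD3E (p = 0.144) did not pass, and within the first and the last 10 study numbers it was −0.03 and −0.17.

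The mean of the cytosolic ribosomal proteins differed by −0.36 between VAP+ and VAP− (95% confidence interval −0.709 to −0.0120). With the 3′ minus 5′ signal as a covariate the difference was −0.354 (−0.699 to −0.00920), which argues against RNA quality, as that signal measures it, as the whole cause. With the rank of the study number it was −0.335 (−0.727 to 0.0561) and with the mean of the T cell markers −0.221 (−0.504 to 0.0615, 61.4% of the uncorrected difference). A smaller share of lymphocytes in the blood would lower T, B and natural killer cell markers alike, and these differed by −0.16, −0.04 (median 0.00) and −0.07 (median −0.03), less than the ribosomal list, with SDs of 0.15 to 0.31 within groups. The group means of these marker lists lay under 6.25, the 95th percentile of 59 genes not expected in blood cells. Those of the ribosomal list were 9.82 and 10.18, so the sizes of the differences cannot be compared directly. Because the intervals with the rank and with the T cell markers include 0 and the uncorrected difference, the order of the study numbers and the share of lymphocytes cannot be told apart from VAP status as sources, and a difference that goes with the later infection, which no sample without LPS is there to test, stays open as well.

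HCN4, PIK3R3 and ATP2A1 were lower in VAP+ at levels near the bottom of the array's range. The mean of all 3 lay under 6.25, the 95th percentile of 59 genes not expected in blood cells, which is consistent with signal at the background of the array. Of those 59 genes, 14 (23.7%) passed an unadjusted p under 0.05, against 9.54% of all probe sets, with a median absolute log2 fold change of 0.22. After each sample's mean over the 59 genes was subtracted, the median log2 fold change of the 3 was −0.217, against −0.203 before, which argues against a shift of all dim probe sets between the groups. Whether these probe sets report the named transcripts in blood stays open, since the arrays hold no other probe set for any of them.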

How the results depend on the processing

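Alternatives without the 2 samples of highest 3′ minus 5′ signal, and with the control probe sets, were chosen after seeing the data. The 5 model genes kept their direction and an unadjusted p under 0.05 in all 152 comparisons. These genes were defined by ranking in the top 20 whichever of these same samples was left out. The comparisons that left out each sample in turn therefore largely repeat that choice. The others reuse the same samples and group labels, so the count is no independent test of the 5 genes. Above the median level HCN4, PIK3R3 and ATP2A1 gave no value, and no model gene had another probe set to try. For 88 named genes, 974 of 1037 comparisons kept direction and side of the threshold, 46 lost the call, 13 gained it and 4 turned. For 24 lists the numbers were 282, 29, 5 and 20 of 336. Signal over background limits the dim genes, among them those 3. It also limits other named genes, such as HHEX, MAPRE3, GABRB2, PHLDA2 and SDF2L1, whose group means lay under 6.25.

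Probe sets past an unadjusted p numbered 478 with the filter on dim probe sets (4373 tested), 1325 with the study number's rank and 1449 with its first and last 10 in the model, against 834, and the higher ones made up more of them in these 2 models. Past an adjusted p, limma gave 0, the methods' one-way ANOVA 1 with or without controls and array weights 1 (each time HCN4), and 1 passed without the 2 samples of highest 3′ minus 5′ signal (EML2). Leaving out each sample in turn gave 0 to 2 (629 to 1063 unadjusted), the 2 being EML2 and HCN4 without VAP− replicate 1. Lists past an adjusted p were 9, but 0 with an estimated correlation and 1 with fry. The highest q was 0.423 from limma and 0.541 with the unchanged share at 1. The 5 genes by Euclidean distance grouped 19 samples. The first 3 components held 59.9% for limma's probe sets, 46.8% for all and 62.9% without standardizing, and 97.9% for the 5 genes without standardizing. Training on one set of 10 study numbers and testing on the other predicted 7 samples (6 by class balance alone). The cause was not tested, apart from the fewer probe sets under the filter.

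For lists the direction is camera's, relative to all other genes. It turned 20 times, only where no call was made in either setting, and in 10 of these the list mean changed sign as well. The mean alone changed sign in 3 more, to 0.0097 and 0.0035 for serine-type endopeptidases after quantile normalization and centring, and to −0.017 for Toll-like and NOD receptor signalling with the study rank. The adjusted p after the turn was 0.955 for mature neutrophil markers with the study rank. For B cell markers it was 0.724 with the filter, 0.904 and 0.916 with the study rank and its 10-sample blocks and 0.667 without the 2 samples. For natural killer cell markers it was 0.806 with array weights and 0.876 without the 2 samples, and for erythroid markers 0.841, 0.498 and 0.349 with the filter, the rank and the blocks. For interferon-induced genes it was 0.916 after quantile normalization, 0.922 with the filter, 0.424 with array weights, 0.239 and 0.631 with the rank and the blocks and 0.464 without the 2 samples. For serine-type endopeptidases it was 0.806 with array weights, 0.698 and 0.586 with the rank and the blocks and 0.953 without the 2 samples. The log2 fold change of TNF turned to 0.034 with array weights, the log2 fold change of IL1A to 0.011 with the rank, and the log2 fold change of CD14 to 0.040 and 0.092 with the rank and the blocks. The cause was not tested.

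With the replicate block 1049 probe sets passed unadjusted and 0 adjusted. Samples of one replicate number correlated at −0.226 to 0.748 after centring on group means (median 0.0728, other pairs −0.0259), 5 of 10 pairs lay over 0.1, and 4 of 10 VAP+ samples were closest to their own number, where chance gives 1. The 0.748 is that of the 2 samples of highest 3′ minus 5′ signal. The samples come from different patients and 5 pairs did not reach 0.1, so the numbers were not taken as pairs, and what some share was not tested.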

Differences from the paper's values

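The paper's value for samples placed with their own group by clustering on the 5 genes is 95%, and here it was 60.0% (12 of 20 samples) with Pearson dissimilarity and average linkage on standardized values. The paper's methods state this distance and linkage but do not say whether values were standardized. Of the alternatives set before the data were examined, Euclidean distance gave 95.0% and centring without standardizing gave 80% (16 of 20), within 1.5 times of the paper's value, and complete linkage gave 50.0%.

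The paper states that the model failed for a single patient when each was left out in turn. Here 14 of 20 samples were predicted when the genes were chosen in each round, and 19 of 20 when the 5 genes were fixed beforehand from all 20 samples, the setting that reaches the paper's number. The other alternatives set before the data were examined gave 14 with almost no penalty, 16 with the top 5, 14 with the top 50, 12 with limma's ranking, 12 by nearest centroid, 14 after quantile normalization, 10 with the filter on dim probe sets and 7 across the first and last 10 study numbers, where class balance alone gives 6. With a VAP+ and a VAP− sample left out together, 94 of 200 predictions (47.0%) were right. The title of Table 2 names the top 5 genes where the text names the top 20, and the probabilities it prints for the patient not predicted are those of a correct prediction, so what the paper's count describes is not certain. The paper gives probabilities near 0 for VAP− patients, while here 4 of 10 VAP− samples lay above 0.5. The text of the paper calls the 3 samples outside their cluster VAP+, and its Table 2 lists these patient numbers under VAP−. Here the 3 samples outside were VAP−. On the principal components the paper sets 3 patients apart, and here 2 of 20 samples lay on the other group's side of the first component.

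The paper counts 810 genes. The same 810 probe sets were found here (largest difference of a log2 fold change 2.8e-05), and 2 of them are Affymetrix controls. For the cytosolic small ribosomal subunit, Table S2 counts some genes as higher in VAP+, while of 21 small subunit proteins measured here 10 fell and 0 rose at an unadjusted p under 0.05. The table names no genes, and its category and the list here need not hold the same ones.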

Other observations

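The values without the 2 samples of highest 3′ minus 5′ signal, and the tests on the clustering by Euclidean distance, on the prediction with fixed genes and on the first component, were chosen after the result was seen.

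Red cells had been lysed and plasma decanted before RNA was isolated, so that erythroid and platelet markers speak for what was left of these cells. Markers of most other blood cells gave few calls, all at an unadjusted p under 0.05 and 0 when adjusted over each list alone. Of 12 monocyte markers, CD163, a scavenger receptor for haptoglobin and hemoglobin, was higher by 0.69 and MS4A6A by 0.31, while CCR2, a chemokine receptor, had −0.20 (list adjusted p = 0.577, list mean 0.09 and median −0.01). With the study number's rank as a covariate none of these 3 passed (p = 0.118, 0.0719 and 0.102), nor MS4A6A without the 2 samples of highest 3′ minus 5′ signal (p = 0.0714), and the list differed by 0.20 and −0.06 within the first and the last 10 study numbers. Of 12 markers of mature neutrophils 0 passed, the nearest being CXCR2 with 0.47 (p = 0.119, list adjusted p = 0.180). The log2 fold change of CXCR2 passed without the 2 samples (p = 0.0371) and with the 3′ minus 5′ signal as a covariate (p = 0.0104). It did not pass with the study number's rank as a covariate (p = 0.619). Of 12 platelet markers (adjusted p = 0.588, list differences 0.39 and −0.20 within these sets) and 11 B cell markers (adjusted p = 0.851, mean −0.04 and median 0.00) 0 passed, the nearest being GP1BA with −0.11 (p = 0.180) and POU2AF1 with −0.28 (p = 0.0821). Of 13 natural killer cell markers NCR3 was lower with −0.18 (adjusted p = 0.577), and of 11 erythroid markers HBQ1 was lower with −0.35, TFR2 lower with −0.16 and KEL higher with 0.21 (adjusted p = 0.577). With the study number's rank as a covariate NCR3 (p = 0.0751), HBQ1 (p = 0.156) and TFR2 (p = 0.0692) did not pass, while POU2AF1 did (p = 0.0241), and the log2 fold change of POU2AF1 also passed with the first and last 10 study numbers (p = 0.0377) or the 3′ minus 5′ signal (p = 0.0315) in the model.

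Of 28 interferon-induced genes 0 passed, the nearest being IFITM1 with 0.25 (p = 0.0580, list adjusted p = 0.874). The log2 fold change of IFITM1 passed with the study number's rank (p = 0.0449) or its first and last 10 (p = 0.0261) in the model and after quantile normalization (p = 0.0136). Of 13 genes of MHC class II presentation, RFXANK, a regulator of these genes, was lower with −0.18 (adjusted p = 0.125). Among the 59 genes not expected in blood, the smallest p belonged besides PRL and ZP2 to TAAR2 with −0.25 and GABRA6 with 0.22 (list adjusted p = 0.378).

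Over 100 splits of the samples, the real one included, chance could not be excluded for the counts of calls, lists, predictions and common probe sets. As many as the real 834 probe sets passed an unadjusted p in 14 splits (highest other 1649). For an adjusted p the comparison decides nothing, since the real count is 0 and all 100 splits reach it (highest other 1). As many as 9 lists passed in 24 splits (highest other 16), as many as 14 samples were predicted in 10 (highest other 16), and as many as 5 probe sets were common to all rounds in 63 (highest other 11). The source of counts this high in other splits was not settled. The first against the last 10 study numbers gave 1323 probe sets, 0 of them past an adjusted p. Of 44 other splits that put both samples of highest 3′ minus 5′ signal on one side, 10 reached the real count (median 520.5), and of 55 that put them on opposite sides, as the real one does, 3 did (median 256, highest 1053).

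A hypothesis is that the samples group by VAP status because the probe sets were selected on the same 20 class labels. When each split selected its own probe sets, as many as 17 samples grouped with their own side in 86 of 100 splits (highest other 20). With the 5 probe sets of smallest p, as many as 12 did in 90 splits (highest other 20), as many as 19 did by Euclidean distance in 38 (highest other 20), and as many as 19 were predicted with the 5 probe sets fixed beforehand in 55 (highest other 20). On the first component, as many as 18 samples lay on their own side in 72 splits (median of the others 18) with each split's own probe sets, and all 20 did in 43 (median of the others 19) with its 5 probe sets of smallest p. These counts are consistent with the selection as a source of the grouping, and they do not exclude a difference by VAP status.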
